# Why weight? Modelling sample and observational level variability improves power in RNA-seq analyses

**DOI:** 10.1093/nar/gkv412

**Published:** 2015-04-29

**Authors:** Ruijie Liu, Aliaksei Z. Holik, Shian Su, Natasha Jansz, Kelan Chen, Huei San Leong, Marnie E. Blewitt, Marie-Liesse Asselin-Labat, Gordon K. Smyth, Matthew E. Ritchie

## Abstract

Variations in sample quality are frequently encountered in small RNA-sequencing experiments, and pose a major challenge in a differential expression analysis. Removal of high variation samples reduces noise, but at a cost of reducing power, thus limiting our ability to detect biologically meaningful changes. Similarly, retaining these samples in the analysis may not reveal any statistically significant changes due to the higher noise level. A compromise is to use all available data, but to down-weight the observations from more variable samples. We describe a statistical approach that facilitates this by modelling heterogeneity at both the sample and observational levels as part of the differential expression analysis. At the sample level this is achieved by fitting a log-linear variance model that includes common sample-specific or group-specific parameters that are shared between genes. The estimated sample variance factors are then converted to weights and combined with observational level weights obtained from the mean–variance relationship of the log-counts-per-million using ‘voom’. A comprehensive analysis involving both simulations and experimental RNA-sequencing data demonstrates that this strategy leads to a universally more powerful analysis and fewer false discoveries when compared to conventional approaches. This methodology has wide application and is implemented in the open-source ‘limma’ package.

## INTRODUCTION

Second-generation sequencing technology provides researchers with a high resolution and cost-effective tool for surveying the complexity of the transcriptome in both health and disease. RNA-sequencing (RNA-seq) is now a routine tool for studying differential expression, alternative splicing, allele-specific expression and for discovering novel transcripts (1). In an RNA-seq ‘differential expression’ analysis, the goal is to determine which genes, transcripts or exons, show evidence for changes in expression between experimental groups relative to a realistic assessment of both technical and biological variation. In such analyses, the application of statistical modelling to remove systematic biases and reduce variability via normalization (2,3), batch correction (4,5) and subsequently prioritize changes in gene expression between treatment groups (6,7) have each been shown to play a key role in extracting meaningful insights from RNA-seq data.

Variations in sample quality is another source of noise that makes the identification of differentially expressed (DE) genes more difficult. Sample-specific variation is often first observed by inspecting plots from a principal components analysis or multi-dimensional scaling (MDS). Figure 1 shows MDS plots from two RNA-seq experiments where a particular gene (*Smchd1*) has been mutated. In both experiments, one or more samples exhibit increased variation that is likely to be related to RNA quality (e.g. degraded RNA may be unavoidable in studies involving patient tissue) or sample purity. In our experience, sample quality variation is relatively common in RNA-seq data sets, and once identified, the researcher may choose to re-run the suspect samples or, in extreme cases, collect fresh samples. These options may not always be feasible due to resource constraints, therefore developing analytical methods that can address this variability and make the most of the data available would be advantageous.

**Figure 1.**
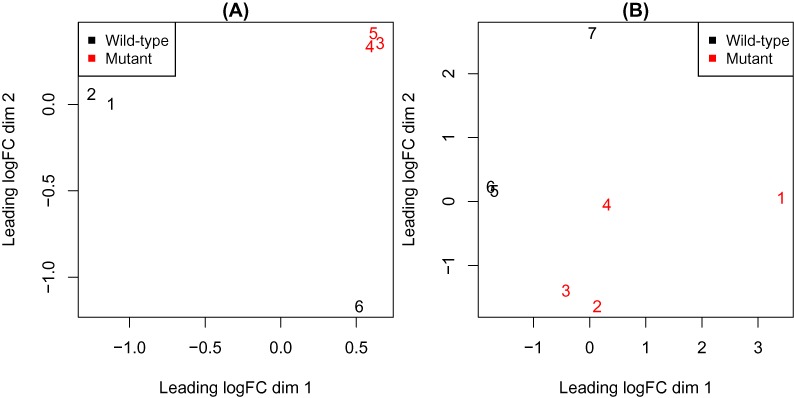
RNA-seq data sets where variations in sample quality are evident. Each panel shows a multi-dimensional scaling (MDS) plot, with samples colour-coded by experimental group. One or more samples that exhibit higher variability than average are present in each case ((**A**): sample 6; (**B**): samples 1 and 7). In these experiments, cells carrying a mutant allele of the gene *Smchd1* were compared against wild-type cells.

There are currently no methods that can model sample-specific variation in small-scale RNA-seq experiments in a systematic way. One option is to remove samples with higher variability from the analysis. This has the benefit of reducing variation, but comes at the expense of reducing power, which can hamper our ability to detect DE genes. This approach assumes that samples with higher than average variation can be readily identified, which is not always the case. The decision of whether to keep or discard a particular sample is often based on *ad-hoc* cut-offs and a trial and error approach. At the other extreme, one could retain all samples in the analysis. In this situation, our ability to distinguish genuine differences between experimental conditions from the noise will be limited by the increased variation present. An intermediate approach would be to analyse the complete experiment but down-weight the observations from more variable samples, thus retaining the maximum degrees of freedom whilst discounting noisy observations.

Experience with microarray data has shown that this approach can be beneficial, with the use of quantitative quality weights at the sample-level offering improved results (8–10). Allowing for variations in quality between RNA samples is particularly important when samples are difficult to obtain such as when collected from human subjects or very rare cell types (11). RNA sample quality is typically related to the availability of tissue samples or cells and the ease of RNA isolation, a consideration that is relevant irrespective of whether microarray or RNA-seq is used to profile gene expression. The approach of Ritchie *et al*. (2006) (9) has allowed researchers to make discoveries that would otherwise have been missed, for example in phase I trials of cancer drugs (12).

We adapt this method to enable the use of quantitative quality weights in RNA-seq data sets to improve the results obtained in the presence of more variable samples. We model this variation using a combined approach that takes into account both global intensity-dependent trends in the variability using ‘voom’ (13) as well as sample-specific variability using a log-linear model that shares parameters between genes (9). Our new method is compared against a number of alternatives on simulated data, a control experiment where samples were mistreated to simulate increased variability and in a gene mutation study. Across a range of scenarios, we show that our combined observational and sample-specific weighting approach improves power for detecting known changes in gene expression and generates fewer false positives than other methods. This approach is widely applicable, suitable for use in most designed RNA-seq analyses and is available in the popular R-based ‘limma’ package (14).

## MATERIALS AND METHODS

### Linear models for RNA-seq differential expression

The entry point for our analysis is a matrix of counts that have been appropriately normalized and transformed into log_2_ counts per million (CPM) so that they are approximately normally distributed. The work of Law *et al*. (2014) (13) has shown that although the distributional assumption of normality is imperfect, the log_2_(CPM) transformation when combined with weights that take into account the unequal variabilities on this scale can lead to a more powerful analysis compared to methods that assume RNA-seq counts follow a negative-binomial distribution. Assuming normality allows us to model the variances, which we will exploit later. Variance modelling is not currently available for RNA-seq analysis using count distributions.

We begin by assuming a linear model where the systematic expression effects for each gene (or exon or other genomic feature of interest) can be described as

(1) }{}\begin{equation*} E({\bf y}_g)=X {\boldsymbol \beta}_g, \end{equation*}

where **y**_*g*_ = (*y*_*g*1_, …, *y*_*gJ*_)^*T*^ is the vector of log_2_(CPM) values for gene *g*, *X* is a design matrix with full column rank and ***β****_g_* = (***β****_g_*_1_,…, ***β****_gK_*)*^T^* is a gene-specific vector of regression coefficients (15). The design matrix reflects the experimental design and choice of parameterization and the regression coefficients represent log-fold changes between RNA sources in the experiment. This model assumes

(2) }{}\begin{equation*} {\rm var}(y_{gj})=\sigma ^2_{g}/w_{gj}, \end{equation*}

where }{}$w_{gj}$is an observational level weight derived from the ‘voom’ model (13) for gene *g* in sample *j* and }{}$\sigma ^2_{g}$ is an unknown factor.

If we assume that the *y*_*gj*_ are normally distributed and that expression values from different samples are independent, the weighted least squares estimator of ***β****_g_* is

(3) }{}\begin{equation*} \hat{{\boldsymbol \beta }}_g=(X^T\Sigma _g^{-1}X)^{-1}X^T\Sigma ^{-1}_g{\bf y}_g, \end{equation*}

where }{}$\Sigma_g=diag(w_{g1},...,w_{gJ})$ is the diagonal matrix of prior weights. The moderated *t*-statistic for testing any particular }{}$\beta_{gk}$ equal to zero is

(4) }{}\begin{equation*} t_{gk}=\frac{\hat{\beta }_{gk}}{s_g^*\sqrt{c_{gk}}}, \end{equation*}

where }{}$s_g^{*2}$ is the shrunken residual mean square (15) from the weighted regression and }{}$c_{gk}$ is the *k*th diagonal element of }{}$(X^T\Sigma _g^{-1}X)^{-1}$. This moderated *t*-statistic has *J* − *K* degrees of freedom, and allows genes to be ranked for differential expression based on their *P*-values from this distribution (adjusted for multiple testing), or testing can be performed relative to a chosen fold-change (FC) (16).

### Heteroscedastic models for genes and samples

The approach of Ritchie *et al*. (2006) (9) allows unknown variance factors to depend on the sample as well as on the gene,

(5) }{}\begin{equation*} {\rm var}(y_{gj})=\sigma ^2_{gj}/w_{gj}. \end{equation*}

The variance factors }{}$\sigma ^2_{gj}$ reflect the fact that the genes differ in variability and also that samples in the experiment may differ in quality in a way that increases or decreases the variability of all or most of the genes in a particular sample. The additive log-linear model

(6) }{}\begin{equation*} \log \sigma ^2_{gj}=\delta _g+\gamma _j \end{equation*}

is the simplest model that ensures variability depends multiplicatively on sample quality. The constraint }{}$\sum _{j=1}^J\gamma _j=0$ gives us }{}$\sigma ^2_g=\exp \delta _g$ for the gene-wise variance factors and }{}$\gamma_{j}$ represents the relative variability of each sample. A particular sample *j* will have }{}$\gamma_{j}<0$ if it is relatively better quality than average or }{}$\gamma_{j}>0$ if it is poorer quality than average. For instance, a sample with  }{}$\rm{exp} \gamma_{\it{j}} = 4$ is four times as variable as a typical sample and will be given a quarter weight in an analysis, through the use of modified weights

(7) }{}\begin{equation*} w_{gj}^*=w_{gj}/\exp \hat{\gamma }_j \end{equation*}

in a refit of the linear model (Equation (1)), where }{}$w_{gj}$ are the observation-specific ‘voom’ weights. Figure 4B shows sample-specific weights (}{}$1/\exp \hat{\gamma }_j$) estimated from the RNA-seq data shown in Figure 1B. As previously described in Ritchie *et al*. (2006) (9), either a gene-by-gene (default) or a full residual maximum likelihood (REML) scoring method can be used to fit the variance model (Equation (6)).

We generalize this approach to allow either individual sample-level variance factors (default setting; Figure 4C), or for samples to be grouped together with a different }{}$\gamma$ for each group (referred to as a ‘block’ model; Figure 4D). For example in an experiment with six samples where the sixth sample is more variable (Figure 1A), we allow this sample to have a different variability (}{}$\gamma_{6}$) to the remaining samples (}{}$\gamma_{1}=\gamma_{2}=\gamma_{3}=\gamma_{4}=\gamma_{5}$). This approach can also be used when there is a logical grouping of samples based on experimental conditions, and the different conditions are expected to have different variabilities. For example in a study involving tumour and normal samples, one might observe that the tumour samples are more variable. To apply this blocked variance modelling approach, the user must define a design matrix *Z* for the variance model that reflects this grouping structure.

### Implementation

To estimate the combined weights (Equation (7)), we begin by applying the ‘voom’ procedure assuming all samples are of equivalent quality, and then use this first round of ‘voom’ weights in the variance model to obtain the }{}$\hat{\gamma }$’s. Next, the estimated sample weights (}{}$1/\exp \hat{\gamma }_j$) are applied in a second round of ‘voom’ to obtain observational weights that take into account variations in sample quality. The variance model (Equation (6)) is then fitted a second time and a final set of modified weights (Equation (7)) are used in the linear modelling (Equation (1)) and differential expression analysis. This approach is implemented in the voomWithQualityWeights function in the ‘limma’ package (14). This workflow has also been implemented in a Galaxy (17–19) tool available from the Galaxy Toolshed (20) to facilitate use by researchers who are unfamiliar with the R (21) programming environment.

### Methods compared

Six different analysis methods were compared on the data sets described below to determine whether particular approaches dealt better with more variable samples. These methods are:

- *No Weights:* linear modelling on the full data set where all observations are treated equally in the analysis (i.e. homoscedasticity, where no weights are specified, meaning that every expression measure is treated equally in the analysis (}{}$w_{gj}$= 1 for all *g* and *j*). This is included to provide a measure of performance under a worst case scenario.
- *Sample Weights:* linear model analysis on the full data set with sample weights (as described in Ritchie *et al*. 2006, (9)) only (i.e. }{}$w_{gj}$ = 1 for all *g* and *j* in Equation (7)).
- *Voom:* linear model analysis on the full data set with observational level weights (13) only (i.e. distinct }{}$w_{gj}$ for each observation).
- *Voom + Sample Weights:* linear modelling with ‘voom’ weights combined with sample-specific weights as described in the previous section (Equation (7)).
- *Voom + Block Weights:* linear modelling with ‘voom’ weights and block weights as described in the previous section (Equation (7)). This approach estimates two or more different variabilities, one for the samples that cluster well, and additional variance factors (one or more depending on the data set) for the more variable samples. Where multiple samples with increased variation are present, each of these is assigned a distinct }{}$\gamma_{j}$. This method assumes that the researcher can identify samples that are more variable than average via visual inspection of the MDS plots (Figure 1) or by some other method. An appropriate design matrix for the variance model must be specified.
- *Sample Removal:* discard more variable sample/(s) from the analysis (again assumes that the analyst can identify these samples somehow in advance) and apply linear models with ‘voom’ weights to the reduced data set (i.e. distinct }{}$w_{gj}$ for each observation in the reduced data set).

In each analysis, the linear modelling (Equation (1)) was carried out on the normalized log_2_(CPM). For a given data set, the same design matrix (*X*_*g*_) was used for methods 1–5, whilst for method 6 the design matrix was reduced by the outlier sample/(s). For all methods, correction for multiple hypothesis testing was carried out using the false discovery rate (FDR) approach (22).

### Simulated RNA-seq data

Simulated data sets were generated by adapting the approach described in Law *et al*. (13) to include sample-level variability. We simulated balanced two group experimental designs where the aim is to compare gene expression between group A and group B with *n* = 3, 4 or 5 samples per group and one more variable sample in group B (sample 6). We also generated data for an unbalanced design (similar to that in Figure 1B) with *n* = 3 samples in group A and *n* = 4 samples in group B and two more variable samples, one in each group. Each simulation consisted of 10 000 genes of which 200 were DE at known FCs of 1.5, 2 or 4. The more variable samples were simulated to have increased variability of 1.2 (120%), 1.5 (150%), 2 (200%), 3 (300%), 4 (400%) or 8 (800%). A null simulation where all samples had equivalent variability (i.e. variance inflation factor = 1) was also simulated to provide an example of a well-behaved data set. The library size of the more variable sample was also varied to be 50, 60, 70, 80, 90 and 100% of the size of the other samples (2 × 10^7^ by default). Null simulations (FC = 1 for all genes i.e. no differential expression) for experiments with *n* = 3 samples per group across the range of variabilities listed above were also simulated (sample library size =100% for the more variable sample).

Baseline expression values were first generated to get a relative proportion of counts for 10 000 genes. Next the proportions were converted into expected counts by multiplying by library size and then multiplying by the desired FCs (1 (non-DE), 1.5, 2 or 4) for the first 200 genes. Negative binomial distributed counts were obtained with the specified mean and dispersion for each observation. To obtain dispersions, a trend was set to be }{}$\psi_{gj}$ with }{}$\psi _{gj}^{1/2}=0.12+\lambda ^{-1/2}_{gj}$ where }{}$\lambda_{gj}$ is the expected count size. Gene-wise biological variation was generated from an inverse chi-square distribution with five degrees of freedom. The individual dispersions were set to be }{}$\phi_{gj}=\psi_{gj}\delta_{g}$ where }{}$5/\delta _g\sim \chi ^2_5$. For the more variable sample/s, we inflated the variability by scaling the squared gene-wise dispersions }{}$\phi _{gj}^2$ for the particular sample/(s) *j* by a factor *k*, where *k* = 1 (equivalent variability), 1.2 (120%), 1.5 (150%), 2 (200%), 3 (300%), 4 (400%) or 8 (800%).

Figure 2 shows example plots of log_2_(FC) versus average log_2_(expression level) from these simulations and Figure 3 shows representative MDS plots from the 2 group setting with *n* = 3 samples per group with equal library sizes for each sample variability setting. The position of the more variable sample (always the sixth) relative to the other samples recapitulates the separation seen in the MDS plots in Figure 1, particularly as variability increases, indicating that our simulation strategy is realistic.

**Figure 2.**
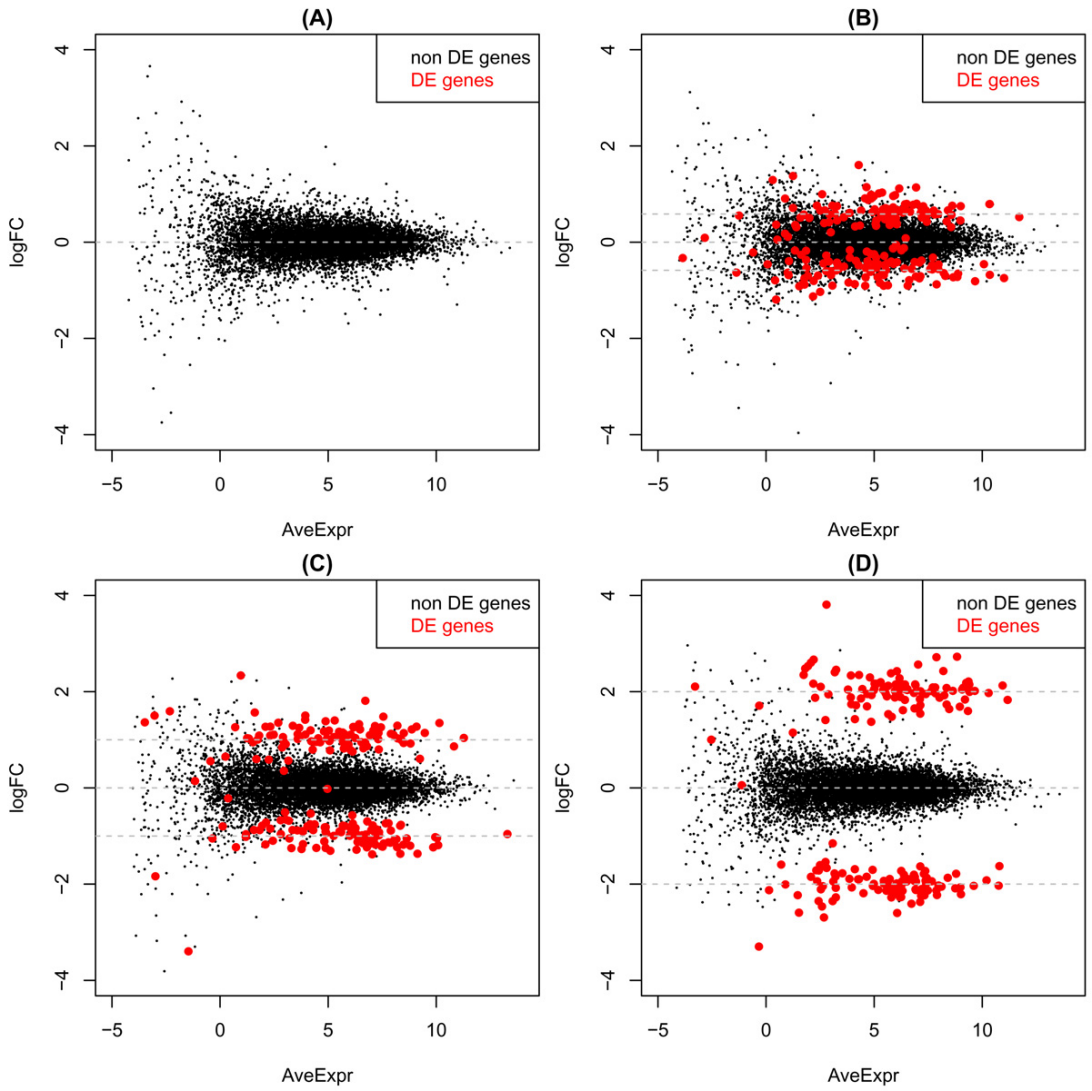
Log_2_(FC) versus average log_2_(expression level) for simulated data with 10 000 genes for samples with equivalent variability. (**A**) Null simulation with no differential expression (FC = 0 for all genes). (**B**) 200 DE genes with |FC| = 1.5. (**C**) 200 DE genes with |FC| = 2. (**D**) 200 DE genes with |FC| = 4.

**Figure 3.**
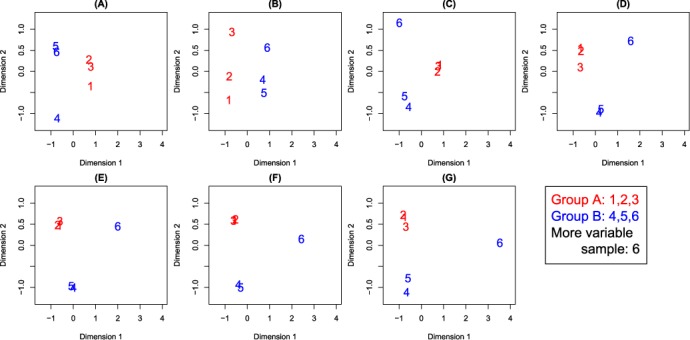
MDS plots from simulated data for different variability settings for sample 6 ranging from equivalent variability (**A**) to 120% (**B**), 150% (**C**), 200% (**D**), 300% (**E**), 400% (**F**) and 800% (**G**) more variability than the first five samples. Results shown are from a typical simulation of 10 000 genes, 200 of which have a |FC| = 4 (highlighted in red in Figure 2D).

In total there were 511 simulation settings (three different FCs × seven different sample variabilities × six different library sizes × four different experimental designs = 504 + seven null simulations = 511) that were each simulated 100 times. Prior to differential expression analysis, each simulated matrix of counts underwent filtering to remove genes with fewer than 10 simulated counts across all samples. Code and plots of all results are provided as ‘Supplementary Materials’.

### Control experiment

In order to provide a data set where the FCs would follow a predictable dose-response, we designed a mixture experiment (23,24) between two lung adenocarcinoma cell lines (NCI-H1975 and HCC827, both obtained from ATCC). The cell lines were chosen based on their similarity of molecular aberrations (they both bear *EGFR* mutation) and gene expression profiles compared to other lung cancer cell lines included in the Cell Line Encyclopedia (GSE3613; (25)). Cell lines from a range of passages (2–4) were grown on three separate occasions in RPMI media (Gibco) supplemented with Glutamax and 10% fetal calf serum to a 70% confluence. To replicate common experimental conditions, cell lines were treated with 0.01% Dimethyl sulfoxide (Sigma), which is commonly used as a vehicle in drug treatment experiments. After 6 h of treatment, cells were collected, snap-frozen on dry ice and stored at −80°C until required. Total RNA was extracted from between half a million and a million cells using a Total RNA Purification Kit (Norgen Biotek) with on-column DNAse treatment according to the kit instructions. RNA concentration for each pair of samples to be mixed was equalized to 100 ng/μl using Qubit RNA BR Assay Kit (Life Technologies). Replicates were pooled in known proportions to obtain mixtures ranging from pure NCI-H1975 (100:0) to pure HCC827 (0:100) and intermediate mixtures ranging from 75:25 to 50:50 to 25:75.

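In the deposited counts of the libraries made from total RNA, the share of NCI-H1975 RNA in each mixture was estimated from 2123 genes with an absolute log2 fold change above 2 and an adjusted p-value under 0.05 between the pure samples (limma ‘voom’ with Benjamini-Hochberg adjustment). For each gene the excess over the pure HCC827 sample was divided by the difference between the pure samples of the same replicate, on library-size-scaled counts (CPM) further scaled by TMM, and the median over genes was taken. The estimated share was 77.9% ± 1.11 (SD, n = 3 intact replicates) in the 75:25 mixtures, 54.4% ± 1.78 in the 50:50 mixtures and 28.7% ± 1.10 in the 25:75 mixtures. All 9 estimates from the intact mixtures lay above the nominal share. Without TMM scaling, the alternative that moved the estimates most, the mean shares were 75.5%, 51.1% and 26.1%. In the degraded aliquots of replicate 2 the estimates were 79.0%, 55.2% and 29.0%, a single library for each mixture.
EGFR (Entrez gene 1956), which encodes a receptor tyrosine kinase, is a protein-coding gene on the plus strand of chromosome 7 of GRCh37, from 55086710 to 55279321. Its TMM-scaled CPM was 265 ± 24.6 (SD, n = 3) in pure NCI-H1975, 1241 ± 147 in the 75:25 mixtures, 2374 ± 252 in the 50:50 mixtures, 3600 ± 371 in the 25:75 mixtures and 4933 ± 432 in pure HCC827. The log2 fold change of pure NCI-H1975 against pure HCC827 was -4.22 (limma standard error 0.10, adjusted p = 6.96e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn, it stayed between -4.27 and -4.18.

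**Figure D1:**
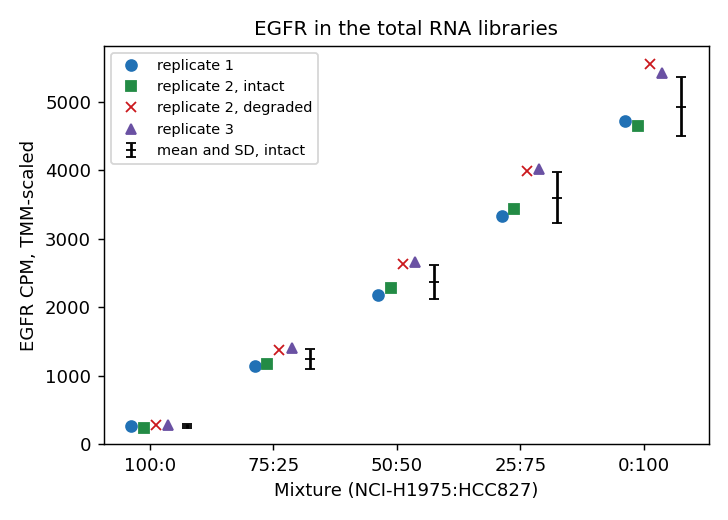
TMM-scaled CPM of EGFR in the 20 total RNA libraries, by mixture on the horizontal axis. Points are single libraries, and the black marks are the mean and SD of the 3 intact replicates, which rise from 265 in 100:0 to 4933 in 0:100.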

All mixtures corresponding to the second replicate were split into two equal aliquots. One aliquot was left intact (we refer to this as the ‘good’ replicate), whilst the second aliquot was degraded to increase variation by incubation at 37°C for 7 days in a thermal cycler with a heated lid. 

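In the total RNA libraries, the SD over 15904 genes of the log2 CPM difference between the degraded and the intact aliquot of the same mixture was between 0.30 and 0.36 in the 5 mixtures. Between intact replicates of the same mixture that SD was between 0.29 and 0.47, with the highest values in the 0:100 pairs with replicate 1. The SD of the aliquot differences was larger than each of the 3 SDs between replicates of the same mixture in 3 of 5 mixtures. The changes from intact to degraded aliquot were shared between mixtures, with correlations across genes between 0.304 and 0.436 over the 10 pairs of mixtures (mean 0.361; genes are not independent replicates). A limma ‘voom’ fit with the mixture as a covariate called 7018 of the genes at an adjusted p-value under 0.05, 3264 higher and 3754 lower in the degraded aliquots. With edgeR's quasi-likelihood test the number was 7127, and with each mixture left out in turn it was between 6307 and 6464. The 5 aliquot pairs are mixtures of the RNA of 1 replicate, so these calls describe that RNA and not independent cultures.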

The RNA Integrity Number determined using TapeStation RNA ScreenTape (Agilent) was below 5 for the degraded samples and above 8 for the intact samples. This experimental design allowed us to perform an analysis on the regular samples (‘good’ analysis) and compare our results to the analysis that included the degraded samples. Ten microlitres from each replicated mixture (both good and degraded) were used for Next Generation Sequencing library preparation using Illumina’s TruSeq Total Stranded RNA with Ribozero according to the manufacturer’s instructions. Library clustering was performed on a cBot with Illumina HiSeq SR Cluster Kit v4 cBot. Libraries were sequenced as single-end 100 base pair reads at the Australian Genome Research Facility on an Illumina HiSeq 2500 with an Illumina HiSeq SBS Kit, v4. Base calling and quality scoring were performed using Real-Time Analysis (version 1.18.61) and FASTQ file generation and de-multiplexing using CASAVA (version 1.8.2). Reads from FASTQ files were aligned to the human genome (hg19) using Subread (version 1.16.1) (26) and summarized at the gene-level using the featureCounts procedure (27) and TMM normalized (3). Subsequent analysis was carried out using the ‘edgeR’ (28) and ‘limma’ (14) Bioconductor software (29). These data are available under GEO series accession number GSE64098.

### *Smchd1* experiment

RNA was extracted from 1 × 10^6^ *Smchd1+/+;EμMycTg/+* and *Smchd1MD1/MD1;EμMycTg/+* lymphoma cells using Qiagen RNeasy Minikit as per the manufacturers instructions. Libraries were prepared using Illumina’s TruSeq RNA sample preparation kit as per the manufacturers instructions and submitted to the Australian Genome Research Facility for quality control, library preparation and sequencing on the Illumina HiSeq 2000 platform using 100 base, paired end or single-end reads. Base calling and quality scoring were performed using Real-Time Analysis (version 1.17.21.3) and FASTQ file generation and de-multiplexing using CASAVA (version 1.8.2). Reads from FASTQ files were aligned to the mouse genome (mm10) using Subread (version 1.10.5) (26) and summarized at the gene-level using the featureCounts procedure (27). Subsequent analysis was carried out using the ‘edgeR’ (28) and ‘limma’ (14) Bioconductor software. The counts were transformed into CPM to standardize for differences in library-size and filtering was carried out to retain genes with a baseline expression level of at least 0.5 CPM in three or more samples. Data were TMM normalized (3) and an MDS plot was generated (Figure 1B) before linear models using various weighting strategies (described below) were fitted to summarize over replicate samples. Moderated *t*-statistics were used to assess differential expression between *Smchd1MD1/MD1* and *Smchd1+/+* (wild-type) samples, with genes ranked according to their FDR (22). These data are available under GEO series accession number GSE64099.

*Smchd1* has been shown to have a role in the regulation of clustered protocadherins and imprinted genes in diverse tissues including whole embryo, adult brain, embryonic fibroblasts, placenta and malignant and normal B cells (30–32). We obtained gene sets for these two classes of genes to use as true positives (TPs) in our analysis. To identify protocadherins, we used regular expression matching to look for this term in the gene name field of the annotation of the filtered data set, which returned eight genes (out of a total of 71 in the mouse genome). A comprehensive set of imprinted mouse genes was downloaded from http://www.mousebook.org/imprinting-gene-list and matched to the expressed genes in this data set using Gene Symbols. In total, 46 genes out of the 150 in the original list were matched.

## RESULTS

### Weighting accommodates two major sources of variability

The first level of variability we deal with is at the observation-level and is related to the abundance of a gene in each sample. Figure 4A shows the estimated mean–variance trend from the normalized log_2_ CPM from the *Smchd1* data set obtained using the ‘voom’ method (13) to derive observational level weights (}{}$w$_*gj*_ i.e. a unique weight for each gene *g* in each sample *j*). Higher abundance observations tend to be more precise and are rewarded with higher relative weights whilst low abundance observations which tend to be less precise receive lower weights.

**Figure 4.**
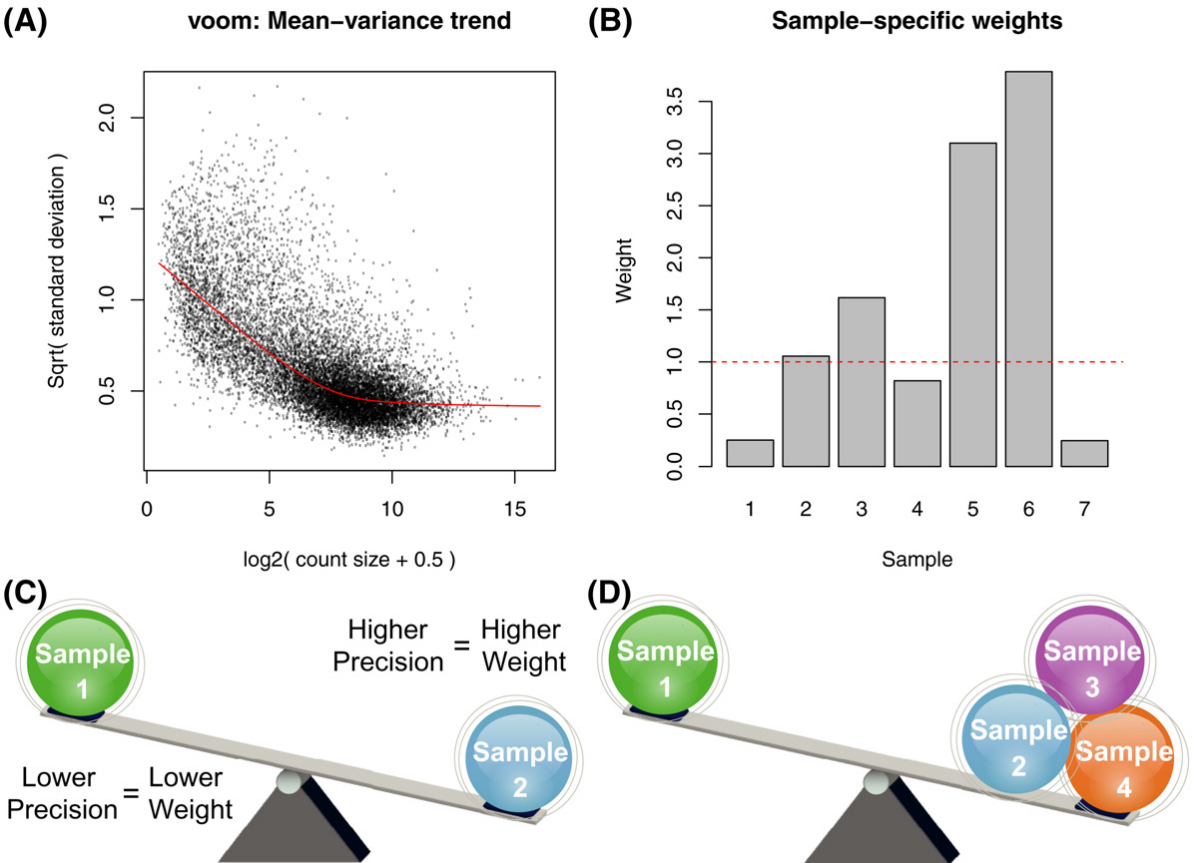
Weighting strategy where ‘voom’ weights (**A**) that model the mean-variance trend in the data and down-weight low-intensity observations are combined with sample-specific weights (**B**) or similar to model variability between different samples. Our default strategy is to model variability separately for each sample (**C**) so that each observation from a particular sample shares a common sample variance factor, which is converted into a weight (B). A second option allows samples to be grouped together (**D**) in a user-defined manner by specifying a design matrix for the variance model. We refer to this as our ‘block’ model.

The second level of variation that we accommodate is at the sample-level as estimated using a log-linear model (the Materials and Methods section; Equation (6)). Unlike observational weights, the variance factor is shared by all genes in a given sample, meaning that a common weight particular to a given sample *j* is returned for use in the linear model analysis. We allow weights to be either distinct for each sample (default setting; Figure 4C) or to have a block structure, where certain samples share a common variance factor (Figure 4D). Figure 4B shows the relative sample weights obtained for the *Smchd1* experiment from a variance model parameterized to have sample-specific parameters. Recall from the MDS plot for this data set (Figure 1B) that samples 1 and 7 cluster less well than the other replicate samples, so down-weighting the observations from these samples in the differential expression analysis would seem sensible.

The purpose of combining sample-specific weights with ‘voom’ weights is to obtain more precise estimates of the gene expression coefficients in the linear model (Equation (1)) and improve power to detect DE genes. To assess whether this occurs, we compared the performance of this method against a number of alternatives on various simulated and experimental data sets (see the Materials and Methods section).

### Combining weights delivers the lowest FDR

Simulations allow us to increase the variation of particular samples whilst also spiking in genes at known FCs to provide us with a set of TPs. Each simulation included 200 genes out of 10 000 with particular FCs (see the Materials and Methods section and Figure 2B–D) and increased variation in particular samples (Figure 3). This configuration allowed us to assess the number of false discoveries amongst the top 200 genes identified by each method. The methods compared all used linear models to assess differential expression, with either no weights (i.e. all observations are treated equally in the analysis), sample weights, ‘voom’ weights (i.e. observational level weights only), ‘voom’ and sample weights (i.e. combined observational and sample-specific weights), ‘voom’ and block weights or an analysis with ‘voom’ weights where the more variable sample has been removed. Figure 5 shows these results for various FCs and sample variabilities cumulatively across 100 simulated data sets of each configuration for the smallest experiment (*n* = 3 samples per group, 10 000 genes). Overall the number of errors decreases for all methods as the absolute FC of the TPs increases, which is to be expected, as the problem of distinguishing DE genes from non-DE genes becomes easier for larger effect sizes (see Figure 2). Applying ‘voom’ weights in some form to the full data set (red, orange or green lines) to try and capture the simulated variability results in fewer false discoveries than either treating all observations equally in the analysis (blue lines), applying sample weights only (purple lines) or applying ‘voom’ weights to the reduced data set (black lines). The no weighting option (blue lines) and the sample weighting only method (purple lines) generally perform worst, with many more false positives relative to methods that use observational level weights. Removing more variable samples (black lines) guarantees a fairly constant number of false discoveries due to the constant noise level across the simulations (since the sixth sample is always removed), whilst for all other methods, the error rate climbs as sample variability increases. Combining ‘voom’ with sample-specific weights (green lines) or block weights (orange lines) are the best or equal best methods in all settings, producing very similar error rates to one and other. The combined ‘voom’ and sample weighting methods perform similarly to ‘voom’ alone when there is no increase in sample variability or the increase is low (120 and 150% of the regular samples) but beyond that level (200% and above) an analysis that combines ‘voom’ with sample-specific weights offers improved performance in terms of false discoveries, irrespective of the size of the simulated FCs. These results are representative of those observed for the other simulation settings examined, where library size of the more variable sample was varied or the overall size of the experiment increased (refer to ‘Supplementary Materials’).

**Figure 5.**
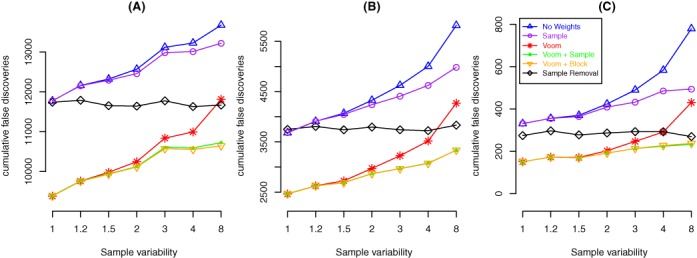
Cumulative false discoveries across 100 simulated data sets for a two-group simulation with *n* = 3 samples per group. Each panel shows results from simulations with different true positive FCs: 1.5-fold (**A**), 2-fold (**B**) and 4-fold (**C**). The y-axis shows the cumulative number of false positives amongst the top 200 genes from each analysis method across 100 independent simulations of each setting. The x-axis indicates the simulated sample variability of the sixth sample. The results from these 21 simulation settings are representative of the 511 settings explored (see ‘Supplementary Materials’ for the complete results).

### Combining weights increases power whilst controlling the type I error rate

We next assess the power of each method by counting the number of genes that pass an FDR cut-off of 0.1 in the different simulation settings (see the Materials and Methods section). Figure 6 shows these results averaged over 100 data sets for absolute FCs of 2 (panel (A)) and 4 (panel (B)), respectively (results for an FC of 1.5 were omitted as all methods lacked power, making no or very few discoveries irrespective of the variability level of the sixth sample). In almost all situations, the methods with the greatest power are ‘voom’ combined with either sample (green lines) or block weights (orange lines). Removing the more variable sample (black line) is marginally more powerful for a simulated FC of 4 when the sixth sample is ≥400% more variable; however, in general we see that there is a penalty to be paid for leaving out data when the sample size is small. In this simulation, sample removal means the data set is 1/6 (16.7%) smaller, systematically reducing power relative to the weighted methods that make use of the full data set. Methods that use all samples lose power as the variability of the sixth sample increases, with no weighting (blue lines) losing out most rapidly followed by either sample weighting only (purple lines, panel (A)) or ‘voom’ only (red lines, panel (B)).

**Figure 6.**
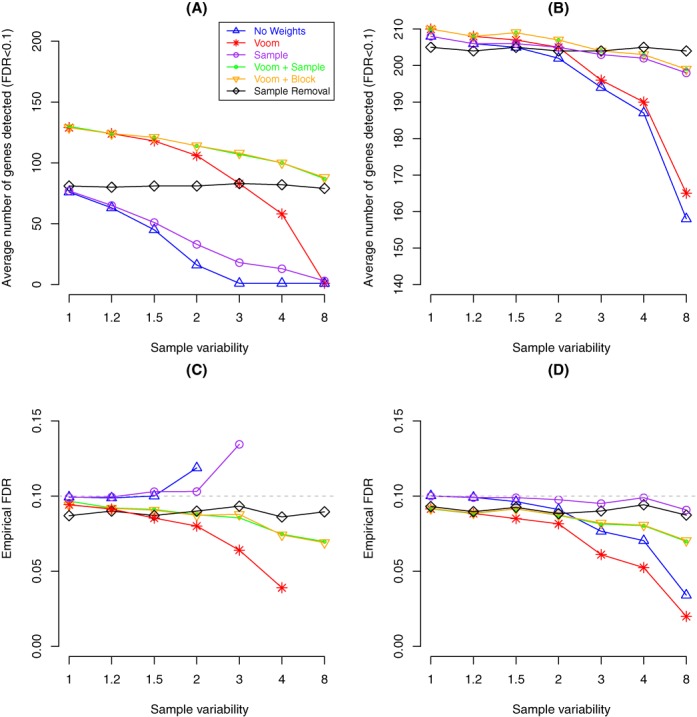
Plot assessing power (**A**,**B**) and the corresponding empirical FDR (**C, D**) at an FDR cut-off of 0.1 averaged across 100 simulated data sets. Results shown are for simulations where the TPs have |FC| = 2 (A, C) and |FC| = 4 (B, D) for various variabilities for the sixth sample (x-axis) for a two-group simulation with *n* = 3 samples per group. In panel (**C**), the empirical FDR values for sample weighting only that are off the scale are 0.42 for 400% and 0.68 for 800%. For the other methods (no weighting and ‘voom’ only), points were omitted in panel (C) when the average number of discoveries (panel (A)) was less than one gene to avoid ratios of small numbers that produce very variable FDRs. In most panels, results from combining either ‘voom’ and sample weights or ‘voom’ and block weights are over plotted as the results are the same. Boxplots of the results for each analysis method across the 100 simulated data sets generated under each sample variability setting are provided as ‘Supplementary Materials’.

The empirical FDRs for each method on the same data using the same cut-off (FDR < 0.1) is also shown in Figure 6 (simulations with FCs of 2 in panel (C) and FCs of 4 in panel (D)). In most situations, fewer than 10% of the discoveries made are errors. When the average number of discoveries made falls below 50 in simulations where the noise level increases as seen for the no weighting or sample weighting only options when sample variability reaches 200% (blue or purple line, panel (A)) the empirical FDR starts to climb (panel (C)). In the case of the sample weighting alternative, it rises above the level of guessing (empirical FDR = 0.68 at 800%). In the scenario where removing the more variable sample offered marginal improvement in power relative to the sample weighting methods (panel (B), sample variability ≥400%), we see that the FDR (panel (D)) is marginally lower for the combined ‘voom’ and sample weighting alternatives, meaning that the results obtained from the combined weighting approach will contain fewer errors than the results obtained from either removing the more variable sample or applying sample weights only. Similar results were obtained using an FDR cut-off of 0.05 (see ‘Supplementary Materials’).

We also examined how the different alternatives control the ‘Type I’ error rate in a simulation where there is no differential expression (i.e. FC = 1 for all genes; Figure 2A) between the two groups (Figure 7). In this situation, the *P*-values should have an approximately uniform distribution, meaning that the expected proportion of *P*-values below a certain cut-off should be less than or equal to this value. For this analysis we use the raw *P*-value cut-off of 0.01 (grey dashed line) and plot the proportion of genes that have a *P*-value less than this threshold. The sample removal method (black line) depicts results from applying ‘voom’ alone when the noise level is constant and, as we would expect, has a fairly constant type I error rate. Across a range of variability inflation factors for the sixth sample, the new weighting methods approximately hold their size, even when this sample is eight times more variable than the others, being only slightly more conservative than removing the sample altogether. Treating all observations as equal (no weights) or using ‘voom’ on the complete data set becomes gradually more conservative as sample variability increases, reporting around half as many genes than would be expected by chance when the more variable sample is eight times as variable as the other samples.

**Figure 7.**
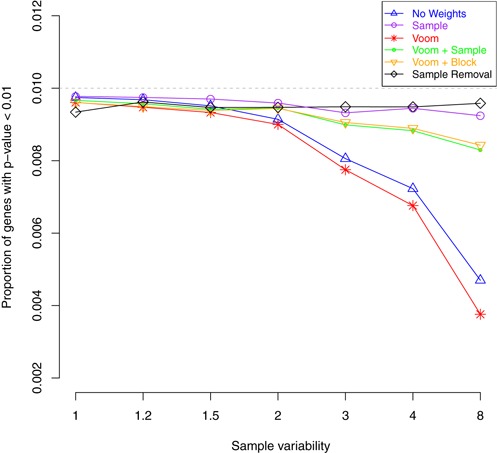
Average type I error rates from null simulations (FC = 1 for all genes) using a *P*-value cut-off of 0.01 from 100 data sets with *n* = 3 samples per group. All methods control the false discovery rate at this level, irrespective of the simulated variability of the sixth sample (x-axis). ‘Voom’ on the full data set (red line) and not using weights (blue line) becomes increasingly conservative as sample variability increases.

The results from our simulations are compelling. By combining observational and sample-specific weights we make fewer false discoveries and have greater power than applying either sample weights alone or ‘voom’ alone (on either the full data set or on a subset of the data set after the more variable sample has been removed). Ignoring the simulated variability and treating all observations equally or applying sample weights only delivers the poorest results. We therefore exclude these two alternatives from subsequent analyses. Whilst these simulations were intended to approximate RNA-seq data and reflect the variations observed in practice, we now shift our focus to the analysis of the ‘Control’ and the *Smchd1* experiments to assess whether our modelling approach is useful in practice.

### Degraded samples are down-weighted by our method

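The deposited files of the control experiment hold 40 libraries. For each of the 5 mixtures there were 3 replicates, and replicate 2 was present as an intact and as a degraded aliquot, which gives 20 libraries made from total RNA after removal of ribosomal RNA. The other 20 libraries were made from the same samples with a poly(A) selection kit that the paper's text does not describe, and they are not part of the values beside its conclusions. The authors aligned the reads to hg19 with Rsubread, counted them per Entrez gene with featureCounts and deposited the counts without normalization.
The total count of the total RNA libraries lay between 18949504 and 20416972 in replicate 1 (median 19422184, n = 5), between 17165259 and 20311531 in the intact replicate 2 (median 19308431), between 14370405 and 31069538 in the degraded replicate 2 (median 17255590) and between 19358163 and 20986886 in replicate 3 (median 19775991). The 10 genes with the most counts took between 11.7% and 15.6% of a library. Counts of replicate pairs of the same mixture differed by more than sampling noise in every pair, with chi-square statistics per degree of freedom between 3.57 and 26.6, so that no library was counted as a copy of another.
Of the 23144 genes in the files, the 15904 with at least 0.5 CPM in 3 or more of the 20 libraries were analysed. The paper's text does not name the filter used for this experiment. Normalization was by TMM, and each data set of 15 libraries was fitted by limma with a mean for each mixture. One data set held replicates 1 and 3 with the degraded replicate 2, and the good data set held the intact replicate 2 in its place. Mixtures were compared with pure HCC827 (0:100) by limma's moderated statistic, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called differentially expressed (DE). Choices that could change the numbers include the filter, the normalization, the estimation of the weights, the replicates and mixtures included in the fit, and the replicate number as a further term of the model.
Mixtures with the same replicate number come from the same cultures. In the good data set the deviations from the mixture means, across genes, had a mean correlation of 0.197 over the 30 pairs of libraries with the same number and -0.0974 over the 60 pairs with different numbers. In the data set with degraded samples the corresponding means were 0.336 and -0.167. There all replicate 2 libraries are degraded, so degradation changes shared by the mixtures also enter these values. Deviations from a mixture mean cancel out within the mixture, so the negative means follow from the positive ones. With the replicate block in the model, ‘voom’ called 12132 genes for 100:0 versus 0:100 in the data set with degraded samples. Many of the results below, but not all, are given both with and without this block.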

To simulate variations in sample quality experimentally, we performed a control experiment where particular samples were mistreated by applying temperature (37°C for 7 days; see the Materials and Methods section). 

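With a weight for each of the 15 libraries, estimated gene by gene by limma's voomWithQualityWeights, the 5 degraded libraries had a mean weight of 0.724 ± 0.0741 (SD), with values between 0.627 and 0.821. The 10 intact libraries had a mean of 1.29 ± 0.497. The mean log2 weight of the degraded libraries minus that of the others was -0.71 (two-sided exact permutation test over 3003 splits, p = 0.0466). The intact libraries fell into different ranges by replicate, with a mean of 1.68 ± 0.259 (SD, n = 5) in replicate 3 and 0.898 ± 0.333 (n = 5) in replicate 1. Each degraded library had a lower weight than each library of replicate 3. The lowest weight of all 15 libraries was 0.401, in the intact replicate 1 library of 0:100, and the replicate 1 library of 25:75 had a weight of 0.734, within the range of the degraded libraries. Within each mixture, the log2 weight of the degraded library minus the mean of the intact ones was negative in 5 of 5 mixtures, from -1.17 in 100:0 to -0.09 in 0:100. A two-sided exact sign-flip permutation test of these differences gave p = 0.0625, the smallest that 5 mixtures allow.
The difference of the mean log2 weights was -0.56 with weights estimated by REML (exact permutation test, p = 0.0793), -0.73 with a filter of at least 1 CPM (p = 0.0533 in the same exact test) and -0.58 with a filter of at least 10 counts over all libraries (exact p = 0.0549). With the replicate block in the model, the degraded libraries had a mean weight of 1.13 ± 0.392 and the others 1.11 ± 0.518, a log2 difference of 0.17 (exact permutation test, p = 0.720). Replicate 2 is wholly degraded in this data set. Its term in the model therefore removes any degradation change shared by the mixtures before the weights are estimated. The 5 degraded libraries share the RNA of 1 replicate, so the permutation treats as exchangeable libraries that are not independent.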

The degraded samples were successfully detected by our combined ‘voom’ and sample-specific weighting method and down-weighted in the analysis (Figure 8A). Applying ‘voom’ with block weights, which allowed these samples to have a distinct weight relative to the remaining samples, gave a similar result, with systematically lower weights assigned to these five samples (Figure 8B).

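The block weight was 0.746 for the 5 degraded libraries and 1.16 for the 10 others, a ratio of 0.644. A block weight is a single value for its group, so it has no SD and no test was made. The ratio was between 0.636 and 0.691 with the other filters on low counts, 0.641 with DESeq2's size factors, 0.630 with REML and 0.663 when each degraded library was given its own weight and the others shared 1 weight. The ratio was 1.16 with the replicate block in the model, so that the order of the groups was reversed. All replicate 2 libraries of this data set are degraded, so the replicate term also takes up degradation changes shared by the mixtures. The weights of that fit measure only the variation that is left.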

**Figure 8.**
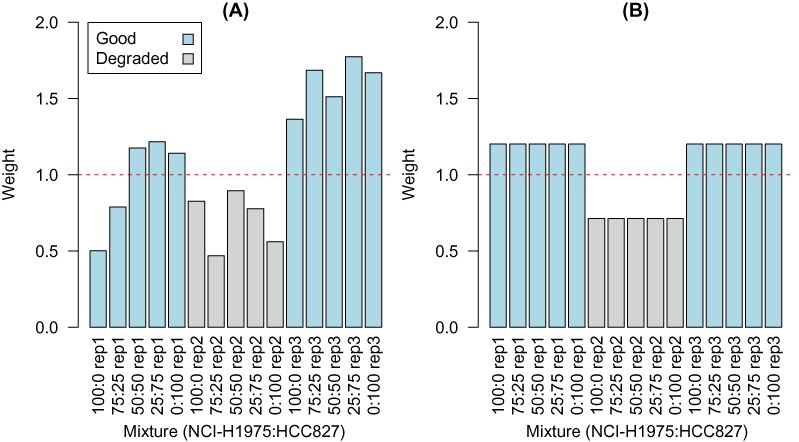
Degraded RNA samples (replicate 2, shaded in grey) from the control experiment are correctly assigned lower weights by the combined ‘voom’ and sample weighting procedure (**A**), with an average weight of 0.70 across these five samples, compared to an average of 1.28 for the non-degraded samples (replicates 1 and 3, shaded in blue). A similar result is obtained for block weighting (**B**), with a weight of 0.71 assigned to the five degraded samples versus 1.20 for the remaining samples. When ‘voom’ was combined with sample weighting on the good samples, the weights were equivalent for the replicate 2 samples (1.06) and the remaining samples (1.07, data not shown).

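In the good data set, the 5 intact libraries of replicate 2 had a mean sample weight of 1.15 ± 0.293 (SD) and the 10 libraries of replicates 1 and 3 a mean of 1.05 ± 0.423. The mean log2 weights differed by 0.23, within the spread between libraries pooled over mixtures (two-sided exact permutation test, p = 0.593). Within each mixture, the log2 weight of replicate 2 minus the mean of the other replicates was positive in 5 of 5 mixtures, from 0.01 to 0.37 (two-sided exact sign-flip permutation test, p = 0.0625, the smallest that 5 mixtures allow). Replicate 2 had a higher weight than replicate 1 in 5 mixtures and than replicate 3 in 2. By replicate, the mean was 0.727 ± 0.320 (n = 5) for replicate 1 and 1.38 ± 0.181 (n = 5) for replicate 3. The replicate 1 library of 0:100 again had the lowest weight, 0.278, and the replicate 3 library of the same mixture the highest, 1.69. Adding the replicate block gave a log2 difference between replicate 2 and the others of 0.01 (exact permutation test, p = 0.972).

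**Figure D2:**
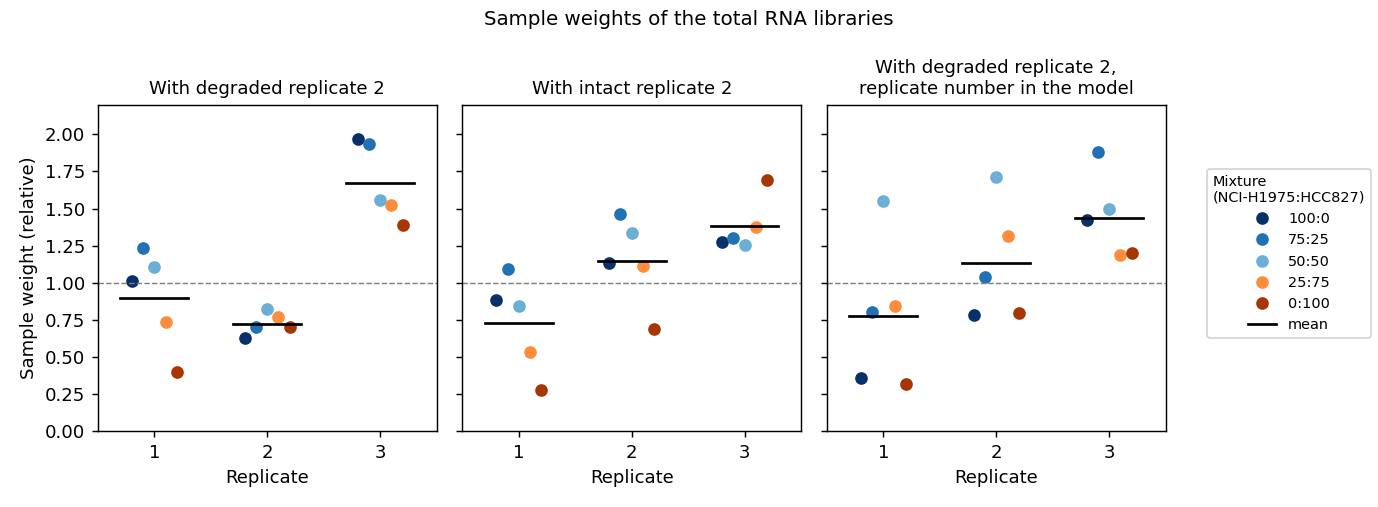
Sample weights (relative, no unit) of the total RNA libraries by replicate, with the degraded replicate 2, with the intact replicate 2, and with the degraded replicate 2 and the replicate number in the model. Points are the 5 mixtures and black lines their means, which for replicate 2 are 0.724, 1.15 and 1.13.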

Table 1 summarizes the effect of applying these weights in a differential expression analysis. The number of DE genes and the recall of genes identified as DE in the ‘voom’ analysis of the good data set that were also identified in the analysis based on the degraded replicate 2 samples are presented. 

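‘Voom’ without sample weights called 10754 of 15904 genes for 100:0 versus 0:100, 9405 for 75:25, 6986 for 50:50 and 2529 for 25:75 versus 0:100 in the data set with degraded samples. In the good data set the numbers were 11596, 10445, 8315 and 3533. For 25:75 versus 0:100, 1903 of the calls with degraded samples were higher and 626 lower in the mixture. edgeR's quasi-likelihood test gave 10761 genes for 100:0 and 2480 for 25:75, and the DESeq2 Wald test 10671 and 2651. Leaving out replicate 3 lowered the numbers to 8654, 6900, 4232 and 1021 in the 4 comparisons, and the replicate block raised them, to 11168 for 75:25, 9309 for 50:50 and 5137 for 25:75. The decrease from 100:0 to 25:75 was present in each of these fits. With 100:0 as the reference, a comparison chosen after seeing the data, the mixture nearest to the reference also gave the fewest calls, 1276 against 8994 for the mixture with 25% NCI-H1975.
The genes with the largest rise between the pure samples, among those with an average log2 CPM of at least 5, were MMP14, TDRD9 and DHRS2, all on chromosome 14 of GRCh37, and those with the largest fall were NRK, RAB3B and TBC1D30. MMP14 (Entrez gene 4323, from 23305769 to 23318250, plus strand) encodes a membrane-bound matrix metalloproteinase. It had 189 ± 21.8 CPM (SD, n = 3) in pure NCI-H1975 and 0.578 ± 0.0809 in pure HCC827, a log2 fold change of 8.34 (limma standard error 0.36, adjusted p = 9.25e-16 from edgeR's quasi-likelihood test). TDRD9 (from 104394793 to 104519004) had a log2 fold change of 7.37 and DHRS2 (from 24099324 to 24114848) of 6.03. NRK (Entrez gene 203447) lies on the plus strand of chromosome X from 105066532 to 105202602. It had 0.209 ± 0.0879 CPM in pure NCI-H1975 and 233 ± 45.3 in pure HCC827, a log2 fold change of -10.04 (limma standard error 1.13, edgeR adjusted p = 2.95e-12). RAB3B, on chromosome 1 from 52373628 to 52456372 on the minus strand, had -5.20, and TBC1D30, on chromosome 12 from 65153264 to 65274813 on the plus strand, had -5.13. All 6 genes kept their direction with each replicate left out in turn and with the replicate block, where the log2 fold changes of MMP14 and NRK were 8.34 and -10.04.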

As the mixtures compared get more similar, the overall number of genes detected by each method decreases, as we would expect. 

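Sample weights gave 11027 DE genes for 100:0, 9752 for 75:25, 7297 for 50:50 and 2545 for 25:75, each versus 0:100. Block weights gave 10907, 9529, 7104 and 2612. Sample weights therefore called 273, 347, 311 and 16 genes more than ‘voom’ alone in the 4 comparisons. For 25:75 versus 0:100 the excess of 16 genes is the balance of 241 genes called only with sample weights and 225 called only without them.
The excess grew to 856, 809, 768 and 348 genes when only the 2 mixtures compared were in the fit. For 25:75 versus 0:100 it changed sign with a filter of at least 1 CPM (-89 genes), with a filter of at least 10 counts over all libraries (-51 genes) and with DESeq2's size factors (-28 genes). Under the replicate block, sample weights called fewer genes than ‘voom’ for 100:0 (-305), 75:25 (-145) and 25:75 (-199) and more for 50:50 (158). With each replicate left out in turn, which leaves 2 libraries per mixture, the difference was between -965 and -45 genes over the 4 comparisons. According to the paper, samples in a group of 2 get the same weight. These fits therefore cannot show whether down-weighting the more variable library of a mixture adds calls.
PCNX1 (Entrez gene 22990, chromosome 14 of GRCh37 from 71374122 to 71582099, plus strand) and ENHO (Entrez gene 375704, chromosome 9 from 34521041 to 34522988, minus strand) had the smallest adjusted p-values of the good analysis among the genes that 25:75 versus 0:100 called only with sample weights. For PCNX1 limma's adjusted p was 0.0609 without and 0.0493 with sample weights, and for ENHO 0.0554 and 0.0473. Among the genes called only without sample weights these were MIR1204, a microRNA gene for which no position was assigned, and AP1S1 (Entrez gene 1174, chromosome 7 from 100797737 to 100804877, plus strand). Their limma adjusted p-values were 0.0417 and 0.0346 without and 0.0505 and 0.0515 with sample weights. The log2 fold changes of the 4 genes in the good data set were 0.29, 1.67, 1.02 and 0.39 (edgeR adjusted p = 0.000555, 0.00116, 6.70e-05 and 0.000626). With degraded samples, all 4 lay close to the threshold in either analysis. ENHO had few counts, with a mean of 0.727 CPM in the 25:75 mixtures and 0.224 CPM in 0:100, near the filter of 0.5 CPM.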

The use of ‘voom’ with sample weights (column 3) or ‘voom’ with block weights (column 4) recovers more genes than competing methods, such as ‘voom’ only (column 2). 

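Recall is the percentage of the genes called by ‘voom’ in the good data set that were also called with degraded samples. The data sets share the libraries of replicates 1 and 3, so the lists compared are not independent. For ‘voom’ alone it was 91.0% for 100:0, 87.4% for 75:25, 80.5% for 50:50 and 66.1% for 25:75 versus 0:100. With sample weights it was 92.0%, 89.1%, 82.3% and 65.4%, and with block weights 92.1%, 88.7%, 82.2% and 68.5%. Sample weights thus had a higher recall than ‘voom’ in 3 of the 4 comparisons and a lower one for 25:75. When the replicate block was in both the good analysis and the analysis with degraded samples, recall was 96.6%, 95.5%, 92.7% and 88.3% for ‘voom’, 93.5%, 93.3%, 92.0% and 83.9% with sample weights and 96.3%, 95.2%, 92.3% and 87.1% with block weights.
Of the genes called with degraded samples, the percentage found in the good list fell from 98.1% for 100:0 to 92.3% for 25:75 with ‘voom’, from 96.8% to 90.8% with sample weights and from 97.9% to 92.7% with block weights. Of the genes called only with sample weights, between 52.3% and 59.8% were in the good list. Of those called only by ‘voom’, the percentage was between 66.2% and 75.0%. The good list was itself made by ‘voom’ without sample weights. Against a good list made with sample weights, an alternative chosen after seeing the data, recall for 25:75 was 59.6% for ‘voom’, 62.0% with sample weights and 61.7% with block weights.

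**Figure D3:**
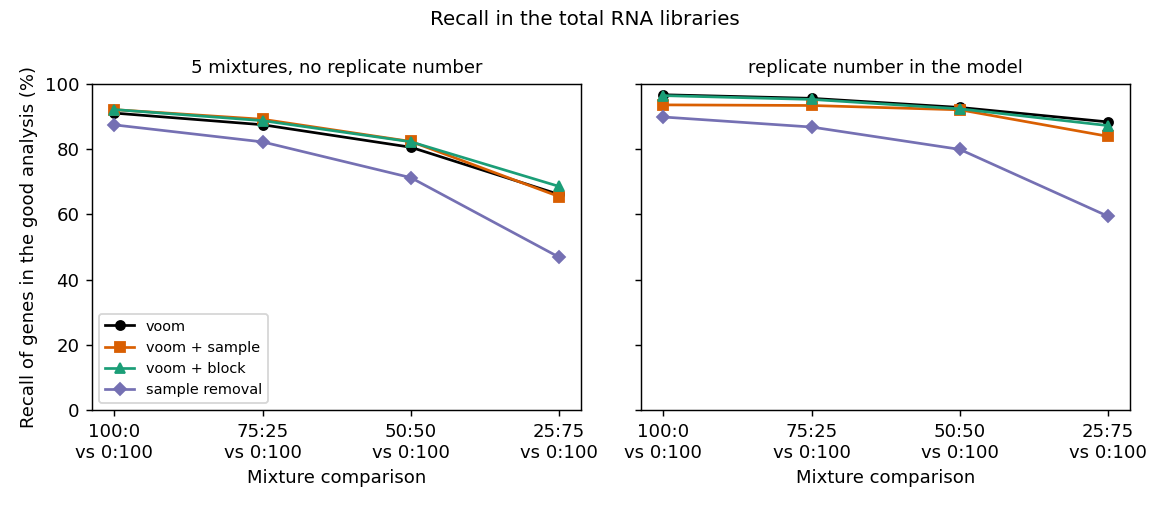
Recall (%) of the genes in the good analysis, by mixture comparison and analysis of the data set with degraded samples, with 5 mixtures in the fit on the left and the replicate number added on the right. Each point is the value of 1 fit. For 25:75 versus 0:100 the lines of ‘voom’ and sample weights stand at 66.1% and 65.4% on the left and at 88.3% and 83.9% on the right.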

The genes identified were also more consistent with those recovered from the analysis based on the good quality samples. 

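After removal of the 5 degraded libraries, ‘voom’ on the remaining 10 called 10332 genes for 100:0, 8737 for 75:25, 6024 for 50:50 and 1679 for 25:75 versus 0:100. The recall of the good list was 87.4%, 82.2%, 71.2% and 46.8%. Of the genes called, 201, 156, 103 and 24 were not in the good list, so that between 98.1% and 98.6% of the calls were in it. The 10 libraries are all part of the good data set, so this overlap is not an independent check. With only the 2 mixtures compared in the fit, removal left 9123, 7492, 4113 and 454 genes. Adding the replicate block left 11179, 9933, 7635 and 3077 genes, with a recall of 89.8%, 86.7%, 79.9% and 59.4%. Removal gave the lowest recall of the 4 analyses in each comparison under these 3 fits. For 25:75 versus 0:100, edgeR's quasi-likelihood test called 1698 genes and the DESeq2 Wald test 1460 after removal.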

Removing the more variable samples (column 5) recovers fewer genes that are less concordant with the results from analysing the good samples. This again highlights the serious loss of power that results when we remove samples from a small experiment, which in this case leaves us with only two replicates out of three (i.e. we lose 1/3 of the data) to perform inference on.

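Any of the 3 replicates could be left out. In the good data set, ‘voom’ called 11499 genes for 100:0 versus 0:100 without replicate 1 and 10078 without replicate 3. The numbers without replicate 1 and without replicate 3 were 10320 and 8614 for 75:25 and 8186 and 6098 for 50:50. All 6 were below the numbers with the 3 replicates. The comparison of 25:75 with 0:100 gave 1679 genes without replicate 3, and 3541 without replicate 1, which was not below the number with all replicates. With degraded samples, leaving out replicate 1 or replicate 3 gave 1618 and 1021 genes for the same comparison. Sample weights estimated from the 2 replicates left gave between 7874 and 9644 genes for 100:0 and between 660 and 1536 for 25:75. With 2 libraries per mixture, such weights cannot tell which library of a pair is the more variable. From the smaller numbers of genes and the lower recall after removal in Table 1, the paper concludes that leaving out samples costs power when only 2 of 3 replicates remain for inference.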

**Table 1.** The number of DE genes (FDR < 0.05) for various comparisons from the control data set

Mixture Comparison	Voom	Voom + Sample	Voom + Block	Sample Removal	‘Good’ Analysis
100:0 versus 0:100	11 403 88.7%	11 872 **90.4%**	11 662 **90.4%**	10 534 82.7%	12 262
75:25 versus 0:100	9692 84.8%	10250 **87.2%**	9936 86.8%	8592 76.6%	10 773
50:50 versus 0:100	6924 78.1%	7441 **81.5%**	7152 80.8%	5650 65.6%	8212
25:75 versus 0:100	2479 64.0%	2524 64.6%	2604 **67.3%**	1664 44.8%	3430

Columns 2–4 show results obtained using the degraded replicate 2 samples, column 5 shows results after removing these degraded samples, and the final column shows results from a ‘voom’ analysis using the ‘good’ samples only (i.e. non-degraded replicate 2). The percentages shown are the number of genes that overlap with the genes identified using the good data. The highest recall % is highlighted in bold.

### Combining weights delivers biologically meaningful results

In this second example, we analyse data from an RNA-seq experiment that aimed to identify genes that are transcriptionally regulated by *Smchd1* in lymphoma cell lines. This experiment consisted of three wild-type and four mutant samples (see the Materials and Methods section). Table 2 summarizes the results from this analysis. Applying observational level weights (‘voom’ alone) on the full data set gives very few DE genes (12) at an FDR cut-off of 0.05. The removal of the two more variable samples identified by visual inspection (samples 1 and 7; Figure 1B) followed by ‘voom’ or applying ‘voom’ with block weights recovers ∼500 genes, whilst combining ‘voom’ with sample-specific weights (Figure 4B) discovers the most genes with ∼1500 (i.e. three times as many as the next best alternative). It also assigned the highest significance to *Smchd1*, the gene that was mutated in this study, with an FDR of 1.98 × 10^−5^, closely followed by ‘voom’ with block weights (5.14 × 10^−5^), then ‘voom’ on the full data set (2.66 × 10^−4^) and lastly ‘voom’ after sample removal (4.28 × 10^−3^).

**Table 2.** Total number of DE genes (FDR < 0.05) from different analyses of the *Smchd1* data set and *P*-values from ROAST gene set testing for gene sets that are known to be regulated by *Smchd1*

Gene set	Voom	Voom + Sample	Voom + Block	Sample Removal
				
Protocadherins	0.0581	**0.00614**	0.0235	0.0707
Imprinted genes	0.0594	**0.0198**	0.0607	0.337
Total DE genes	12	1478	488	492

The lowest *P*-value is highlighted in bold.

The two gene signatures that have been reported to be regulated by *Smchd1* in previous studies (the Protocadherins and a subset of Imprinted genes) (30–32) were tested for up-regulation using the ROAST (33) gene set test, which incorporates weights as part of its testing procedure. We test for up-regulation of all expressed Protocadherins and imprinted genes since we are comparing samples where *Smchd1* has been lost (*Smchd1MD1/MD1*) against wild-type (*Smchd1+/+*) samples and expect genes directly regulated by *Smchd1* to increase in expression under this comparison. The *P*-values in Table 2 are from a directional ROAST analysis for each method. The smallest *P*-values for up-regulation (Table 2) are obtained through the combined application of ‘voom’ and sample weights. Thus not only does the joint modelling of observational and sample-specific variation discover more genes, it improves the recovery of known gene sets regulated by *Smchd1*, indicating that these extra discoveries are likely to be biologically meaningful rather than noise. We have successfully applied this approach on a number of other RNA-seq data sets and achieved similar results (data not shown).

## DISCUSSION

We have shown that modelling heteroscedasticity at both the observational and sample-level can enhance the results of an RNA-seq differential expression analysis. Simulations demonstrated that combining ‘voom’ with sample-specific weights can lead to a more powerful analysis with a low FDR relative to other alternatives, such as either ‘voom’ or sample-specific weighting on their own. The analysis of data from a specially designed control experiment and a gene mutation study that each contained more variable samples showed us that the extra discoveries made by our weighting strategy were likely to be biologically meaningful, as they were either in better agreement with the results obtained from analysing a clean version of the same data set or better able to recover known gene signatures. The weights derived by this approach are propagated through each step of a ‘limma’ analysis, including gene set testing.

Although we have demonstrated this approach using simple two group experimental designs with varying sample sizes, in practice more complicated experimental designs can be accommodated just as easily. Our method also allows flexibility in the structure of the sample-level variance model. The default sample-specific mode is recommended in most situations as it offers excellent performance and does not require any special input from the user. Where more information is available, the user is free to specify other configurations, such as a block structure where the more variable samples are given distinct weights relative to the remaining samples. This approach relies on the data analyst being able to identify suspect samples in advance of fitting the model, which may not always be possible. A further possibility that this approach allows that we have yet to explore is the modelling of group-specific differences in variability (e.g. tumour versus normal).

We have intentionally focused on the performance of these methods on small data sets, as these are not only the most common in our experience, but also where the most gains can be made by modelling the residuals ‘between’ genes to get a handle on the sample-level variation that is present. For larger experiments, the usefulness of other approaches such as robust methods (34) that can determine unusual observations by looking at the residuals ‘within’ each gene would be expected to come to the fore.

It is important to note that the minimum sample size where this approach would be recommended is an experiment with three or more samples per group. Theoretically, the variance model can be fitted in smaller studies with a minimum of two samples per group. When a block model is fitted, the software will return block-wise weights even when some or all of the groups have fewer than three samples. When a sample-specific model is fitted, both samples in a group of size 2 will be assigned equal weight (i.e. equivalent to block weights for that group), which may or may not be desirable. In an experiment with three samples in one group and two in a second, combined ‘voom’ and sample-specific weights could be beneficial, so long as the more variable sample belongs to the larger group.

One obvious consequence of a more powerful analysis through combining ‘voom’ and sample-specific weights is that it may result in a large number of genes passing a given FDR cut-off. In situations where there is a need to further refine the list of genes, we recommend the user apply a test for a given FC cut-off using the TREAT method (16).

We anticipate that this approach may also be useful for dealing with more variable samples in differential binding analyses for chromatin immunoprecipitation sequencing studies or single cell transcriptomic profiling experiments, when the goal is to summarize over replicate samples and look for differences between experimental groups. Further work will be to adapt this approach for incorporation in edgeR (28), which can also accommodate weights (34) in its generalized linear modelling framework (7).

## AVAILABILITY

The weighting methods described in this paper are implemented in the voomWithQualityWeights function in the open-source ‘limma’ package distributed as part of the Bioconductor project (http://www.bioconductor.org/). A Galaxy tool that includes the option to apply ‘voom’ with sample-specific weights in an RNA-seq differential expression analysis is available from the Galaxy Toolshed at https://toolshed.g2.bx.psu.edu/view/shians/voom_rnaseq. The R code and plots of results for all simulation settings along with the R code to carry out the analyses of the ‘Control’ and ‘Smchd1’ RNA-seq experiments are provided as ‘Supplementary Materials’ at http://bioinf.wehi.edu.au/voomWithQualityWeights/. Experimental data are accessible through GEO series accession numbers GSE64098 and GSE64099.

How the deposited data were processed for this re-analysis (not part of the article)

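The control experiment measured gene expression in mixtures of RNA from NCI-H1975 and HCC827, both cell lines derived from lung adenocarcinoma. The 40 libraries comprise 5 mixtures and 3 replicates, with replicate 2 split into an intact aliquot and an aliquot degraded at 37°C for 7 days, each sequenced as total RNA after removal of ribosomal RNA and, in libraries that the paper's text does not describe, as poly(A)-selected mRNA. The mixture, replicate and quality of each library were taken from the sample labels and the paper's methods.

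The authors aligned single-end reads to hg19 with Rsubread, counted them per Entrez gene with featureCounts and deposited 1 table of raw counts per library, with the length of each gene. Whether counting was strand-specific is not stated in the paper's text. The values are counts without normalization, and all other quantities were computed from them. Total counts were between 14370405 and 31069538 per total RNA library (median 19446068) and between 21204180 and 60222782 per mRNA library (median 28456629). At these depths 0.5 CPM corresponds to few counts, so genes near the filter carry a large counting error.

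Genes with at least 0.5 CPM in 3 or more of the 20 libraries of a kit were kept, which left 15904 of 23144 genes for total RNA and 16131 of 23669 for mRNA. R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. The 5 analyses of the paper's Table 1 were repeated with limma, namely ‘voom’, ‘voom’ with sample weights, ‘voom’ with block weights, ‘voom’ after sample removal and ‘voom’ on the good data set. Counts were normalized by TMM, all 5 mixtures were in a single fit with a mean for each, and each mixture was compared with 0:100 at a Benjamini-Hochberg adjusted p-value under 0.05. These limma analyses are the subject of the paper and were therefore the main test, with edgeR's quasi-likelihood test and the DESeq2 Wald test (without independent filtering) as alternatives. Weights were compared between degraded and intact libraries by a two-sided exact permutation test over 3003 splits of the 15 libraries. The change from intact to degraded aliquot was fitted with the mixture as a covariate.

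The paper's mixtures share replicate numbers because each replicate was a separate growth of the cell lines whose RNA was then mixed. The pairing follows the replicate numbers in the sample labels. The fit with the replicate block added this number to the linear model, and with it ‘voom’ called 5137 genes for 25:75 versus 0:100 in the data set with degraded samples. The paper's methods do not describe this term, so the fit without it is given as the main result.

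The share of NCI-H1975 RNA in a mixture was the median over genes of its position between the pure samples, for genes with an absolute log2 fold change above 2. Symbols were assigned to 21428 of the 23144 Entrez genes and a single GRCh37 position to 20397 of them by a table of RefSeq genes and the GENCODE annotation lifted to GRCh37. The genes named in the text were fixed by rule. These are EGFR, which the paper names, the 3 genes with the largest rise and the 3 with the largest fall in the good analysis of 100:0 versus 0:100 among genes with an average log2 CPM of at least 5 that changed the same way in each replicate, and from 25:75 versus 0:100 the genes with the smallest adjusted p-value in the good analysis that were called only with or only without sample weights, 2 of each. For these genes edgeR's quasi-likelihood test is given with limma's standard error.

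The alternatives set before the data were examined were 3 other filters on low counts, filtering within each data set, DESeq2's size factors, a fit of only the 2 mixtures compared, the replicate block, REML estimation of the weights, robust empirical Bayes, each replicate left out in turn, edgeR and DESeq2 in place of ‘voom’, a distinct weight for each degraded library, and other gene sets and scalings for the estimated shares. The comparison with 100:0 in place of 0:100 and a good analysis with sample weights were chosen after seeing the data.

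The methods were tested on simulated counts for 15904 genes with 200 genes changed by 1 on the log2 scale. With an added gene-level noise of 0.2 (SD of the natural log) in the simulated degraded libraries, ‘voom’ recovered 79.0% of the changed genes, sample weights and block weights 93.5%, sample removal 85.0%, edgeR 80.0% and DESeq2 84.5%. False calls were 1.86% of the calls for ‘voom’, 7.43% with sample weights, 6.97% with block weights, 3.95% after removal, 3.61% for edgeR and 8.65% for DESeq2. The level of 0.2 was added after a noise of 0.5, simulated first, had left ‘voom’ and edgeR with no calls. At 0.5, DESeq2 recovered 23.5%, removal 84.0% and sample and block weights 81.0% each, with 9.50% false calls for the weighted fits. The noise was drawn independently for each gene and degraded library, without differences between replicates. In the real total RNA libraries the degradation changes were shared between mixtures, with a mean correlation of 0.361. Each noise level was simulated only once, so these percentages do not carry over to the real libraries. The estimate of the shares was tested on a separate simulation, in which 2 pure expression profiles were drawn at random around the real gene means and mixed, with counting error only and without TMM scaling. From the 5715 to 5717 genes with an absolute log2 ratio above 2, simulated shares of 75%, 50% and 25% were recovered as 75.0%, 50.0% and 25.0%, so this test did not cover the effect of TMM or of replicate differences on the estimates.

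The simulations and the Smchd1 experiment of the paper were not analysed here. The RNA integrity of the samples is not in the count tables and was not used.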

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

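The tests of library size and of gene length on the sample weights were set before their results were seen, and all other tests in this part, with their thresholds, were chosen after the result they bear on was seen.

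In the good data set of total RNA, the replicate 3 library of 0:100 had a sample weight of 1.69, while the other 4 libraries of replicate 3 had weights between 1.26 and 1.38. Its gap to the nearest of them was 0.725 of the range of the 5 libraries, above Dixon's critical value of 0.71. Among mRNA libraries, the replicate 3 library of 25:75 had a weight of 1.90, against 1.37 to 1.51 in the other 4, with a gap ratio of 0.727. These were 2 of 28 groups examined, where 1.4 are expected by chance, so neither can be told apart from a chance excess. With all libraries thinned to the same total count, the total RNA library kept a weight of 1.62 against 1.22 to 1.27 and a gap ratio of 0.870, so library size does not account for it. The mRNA library then had a weight of 1.68 against 1.31 to 1.54 and a gap ratio of 0.381, so library size is a candidate explanation there. In the data set with degraded samples the total RNA library of 0:100 had the lowest weight of replicate 3, 1.39, so its high weight depends on the libraries it is fitted with. No biological explanation was tested for either library.

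Gene length was related in opposite directions to the change from intact to degraded aliquot in the 2 kinds of library. Across genes, Spearman's rho of gene length and the log2 fold change was 0.363 for total RNA (15904 genes) and -0.599 for mRNA (16131 genes), where genes are not independent replicates. Within single mixtures, rho was positive in 5 of 5 for total RNA, between 0.267 and 0.322, and negative in 5 of 5 for mRNA, between -0.557 and -0.507. The difference between the kinds of library was not tested, since the 5 aliquot pairs share the RNA of 1 replicate. GC content and mean expression do not account for the relation, as the partial rank correlation given both was 0.484 for total RNA and -0.666 for mRNA, over the 93.0% and 93.4% of genes with a GC value. When genes were split into 5 groups of equal size by mean expression, rho went from -0.228 in the lowest to -0.883 in the highest for mRNA and from 0.0807 to 0.692 for total RNA. The relation in the highest of these groups for mRNA is consistent with selection of the poly(A) ends of broken RNA, which would keep less of a long transcript. The size of rho rose with expression in total RNA as well, with the opposite sign, so the rise itself does not set poly(A) selection apart from a more precise measurement of highly expressed genes. Over 15358 genes tested in both, the degradation changes had a Spearman correlation of -0.462 between the kinds of library. The degradation was done in vitro, and no biological explanation was tested.

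The 20 mRNA libraries are not described in the paper's text. In their good data set, ‘voom’ called 12199 of 16131 genes for 100:0 versus 0:100. Of 11718 such genes among the 15358 tested in both kinds of library, 10530 (89.9%) were also called in total RNA, with 99.8% in the same direction. Of 4501 such genes for 25:75 versus 0:100, 2966 (65.9%) were called in both, 99.9% of them in the same direction. Of the 4 splits that part the 3 pairs of same-numbered libraries of 100:0 and 0:100, the real one alone gave as many genes (1 of 4), and the design cannot give a share under 0.05. The other 6 of the 10 splits of 3 libraries against 3 part fewer such pairs and were not used.

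Between intact and degraded aliquots of mRNA, 11365 of 16131 genes were called, 5958 higher and 5407 lower in the degraded aliquot, against 7018 of 15904 for total RNA. Of 16 ways to exchange the labels within the 5 aliquot pairs, the real one alone gave as many genes (1 of 16 in both kinds of library), and 16 splits cannot give a share under 0.05. The SD over genes of the aliquot differences was 0.44 to 0.48 for mRNA, where that between intact replicates was 0.23 to 0.47, and it was larger than each SD between replicates of the same mixture in 5 of 5 mixtures. The calls describe the RNA of 1 replicate.

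The mean log2 sample weight of the degraded mRNA libraries minus that of the intact ones was -2.04, with mean weights of 0.390 ± 0.0240 (SD, n = 5) and 1.75 ± 0.681 (n = 10; exact permutation test over 3003 splits, p = 0.000333, the smallest it can give). The mean weight of replicate 2 in the good data set was 1.22 and that of the others 1.09 (exact permutation test, p = 0.476). Within mixtures, the log2 difference was negative in 5 of 5 for the degraded libraries, from -2.59 to -1.20. It was positive in 5 of 5 for the intact replicate 2, from 0.22 to 0.43. The two-sided exact sign-flip permutation test gave p = 0.0625 for each, the smallest it can give. Neither library size nor a trend with gene length accounts for the difference between degraded and intact libraries. This difference was -1.96 with all libraries thinned to 21204180 counts (exact permutation test, p = 0.000333). It was -1.64 without the trend of expression on gene length (exact permutation test, p = 0.00200). For total RNA the corresponding differences were -0.63 at 14370405 counts (exact permutation test, p = 0.0546) and -0.59 without the length trend (p = 0.0892 in the same exact test). More than 0.5 times the difference of -0.71 remained in both, although neither passed 0.05. Within each mixture, the difference between degraded and intact libraries was lower in mRNA than in total RNA in 5 of 5 mixtures, by -1.33 on average (exact permutation test, p = 0.0625, the smallest it can give). With the replicate block the mRNA difference was 0.17 (exact permutation test, p = 0.745), with mean weights of 1.19 and 1.18. Since the intact aliquots of the same RNA did not have low weights, the low weights go with the degraded aliquots and not with replicate 2 as such. Only 1 replicate was degraded, so whether other RNA would behave alike was not tested, and no biological explanation was tested.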

How the results depend on the processing

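Over 79 results, 922 values were computed under an alternative. Of these, 806 kept their direction and their side of the threshold or stayed within the stated spread, 92 moved, 3 had the same direction but no longer passed the test and 21 reversed. A number of genes counts as moved when it changed by more than 1.5 times. The 11 named genes kept their direction and their side of the adjusted p-value threshold in the good data set, over 143 values under the alternatives. With degraded samples, 4 of them were chosen because they lay on different sides of the threshold with and without sample weights. The numbers of genes called between intact and degraded aliquots stayed within 1.5 times of 7018 and 11365 under edgeR, a filter of at least 1 CPM, DESeq2's size factors and each mixture left out, between 6307 and 7127 genes for total RNA and between 10758 and 11441 for mRNA. Numbers of differentially expressed (DE) genes, in total RNA and in mRNA, stayed within 1.5 times under the 4 other filters, DESeq2's size factors and robust empirical Bayes. They did so too under REML, which was run for sample and block weights, and under edgeR and DESeq2, which were run in place of ‘voom’ without weights, after removal and in the good data set. The cause of the changes listed here was not tested unless a value is given for it.

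The difference in log2 sample weight between degraded and intact total RNA libraries, -0.71 with an exact permutation p of 0.0466, no longer passed 0.05 with a filter of at least 1 CPM (-0.73, p = 0.0533), with a filter of at least 10 counts over all libraries (-0.58, p = 0.0549) or with REML (-0.56, p = 0.0793). It reversed with the replicate block to 0.17 (exact permutation p = 0.720), the block weight ratio rose from 0.644 to 1.16, and the mRNA difference went from -2.04 to 0.17 (exact permutation p = 0.745). The ratio counted as unchanged under the other alternatives when it moved by less than 0.0576, the SD of the degraded libraries' weights relative to the mean of the others.

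The excess of genes called with sample weights over ‘voom’ was the result that changed most often. It was 16 genes for 25:75 versus 0:100, and it became -89 with a filter of at least 1 CPM, -51 with a filter of at least 10 counts, -28 with DESeq2's size factors, 7 with filterByExpr, 4 with robust empirical Bayes and 38 with REML. REML gave 174 for 100:0 and 225 for 75:25. The replicate block gave -305 for 100:0, -145 for 75:25, 158 for 50:50 and -199 for 25:75. With only the 2 mixtures compared in the fit it was 856, 809, 768 and 348 in the same order. With 100:0 in place of 0:100 as the reference, an alternative chosen after seeing the data in which each mixture takes the place of its mirror image, it was 681, 1330 and 912 for the mixtures with 25%, 50% and 75% NCI-H1975.

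With only the 2 mixtures compared in the fit, 25:75 versus 0:100 gave 1521 genes by ‘voom’, 1527 with block weights, 454 after removal and 1999 in the good data set. Of the good list, ‘voom’ recovered 1418, block weights 1427 and removal 454. In the mRNA libraries the numbers were 1039 by ‘voom’, 1405 with block weights, 687 after removal and 2862 in the good data set, with 1029, 1374 and 686 recovered by the first 3.

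The comparison 25:75 versus 0:100 with the replicate block gave 5137 genes by ‘voom’, 4938 with sample weights, 5073 with block weights and 3077 after removal, with 4463, 4240, 4406 and 3002 of the good list recovered. In the mRNA libraries the numbers were 6560, 6457, 6461 and 4481, with 5993, 5775, 5893 and 4403 recovered.

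With 100:0 as the reference, the most similar pair, 75:25 versus 100:0, gave 1276 genes by ‘voom’, 1375 with block weights, 897 after removal and 2119 in the good data set, with 1210, 1295 and 877 recovered by the first 3. In the mRNA libraries it gave 682, 1000, 836 and 1989 genes in the same order. There, ‘voom’ recovered 663, sample weights 1244, block weights 934 and removal 821. The estimated NCI-H1975 shares moved only without TMM scaling, to 75.5%, 51.1% and 26.1%.

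Across the 3 fits that each left out 1 replicate, ‘voom’ gave from 4232 to 6024 genes for 50:50 and from 1021 to 1679 for 25:75 versus 0:100. The fit without replicate 2 holds no degraded samples and gave the upper ends, and with the degraded replicate kept the highest numbers were 5823 and 1618. Sample weights gave from 6296 to 8318 for 75:25, from 3658 to 5778 for 50:50 and from 660 to 1536 for 25:75. The good data set gave from 1679 to 3541 for 25:75. Sample weights called fewer genes than ‘voom’ in all of these fits, by from -780 to -292 for 100:0, from -728 to -103 for 75:25, from -965 to -45 for 50:50 and from -796 to -82 for 25:75. In the 2 fits that keep the degraded replicate, the genes of the good list recovered by ‘voom’ went from 3991 to 5564 for 50:50 and from 910 to 1522 for 25:75, and those recovered with sample weights from 6116 to 8049 for 75:25, from 3515 to 5526 for 50:50 and from 635 to 1456 for 25:75. In the mRNA libraries ‘voom’ gave from 781 to 2337 and sample weights from 582 to 1200 genes for 25:75, the good data set from 2199 to 4798, and sample weights from 6555 to 9919 for 100:0. The upper ends for ‘voom’ and sample weights again came from the fit without replicate 2. In the 2 mRNA fits that keep the degraded replicate, from 732 to 865 genes were recovered by ‘voom’ and from 566 to 813 with sample weights for 25:75. For 100:0, from 6465 to 7342 were recovered with sample weights in these 2 fits.

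No weight differences were computed for fits with a replicate left out, for fits of 2 mixtures or with robust empirical Bayes, since those settings were run for numbers of genes only. Block weights and removal were not fitted with a replicate left out, no recovered genes were computed without replicate 2, and none were computed with edgeR and DESeq2. With 2 libraries per mixture left, the residuals of each pair have the same size, which limits what sample weights can tell apart. Depth limits the genes near 0.5 CPM, which have few counts. With all libraries thinned to the same total, a test made in addition to the alternatives, the log2 weight difference was -0.63 for total RNA, where it no longer passed 0.05 (exact permutation p = 0.0546), and -1.96 for mRNA (exact permutation p = 0.000333).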

Differences from the paper's values

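The sample weights of replicate 1 by mixture in Fig. 8A, read by eye, differed from those computed here for 4 of its 5 libraries. For 100:0 the paper's weight is about 0.50, and the computed weight was 1.01. Of the alternatives set before the data were examined, only the replicate block gave a value within the limits of the paper's (0.357). For 75:25 the paper's weight is about 0.79 and the computed one was 1.23, with 0.802 under the replicate block and no other such alternative within the limits. For 25:75 the paper's weight is about 1.2 and the computed one was 0.734, with 0.841 under the replicate block and 0.858 under REML within the limits and the other alternatives outside them. For 0:100 the paper's weight is about 1.1 and the computed one was 0.401. None of the alternatives set before the data were examined closed this gap, the replicate block giving 0.318.

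If the 5 mixtures of Fig. 8A are read in the reverse order, a reading chosen after seeing the values, the weights to be compared with the figure's for 100:0, 75:25, 25:75 and 0:100 are 0.401, 0.734, 1.23 and 1.01, and none of the 4 differences remains. The same reading opens a difference for the degraded 75:25 library, with a weight of about 0.47 in Fig. 8A against the computed weight of 0.771.

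In Table 1 the paper ranks sample weights above ‘voom’ in recall for 25:75 versus 0:100. Here recall was 65.4% with sample weights and 66.1% with ‘voom’. Of the alternatives set before the data were examined, a fit of only the 2 mixtures compared gave the paper's order, with 80.5% and 70.9%. Among settings chosen after seeing the values, a good list made with sample weights (62.0% and 59.6%) and 100:0 as the reference (80.4% and 57.1%) gave it too. In the legend of Fig. 8 the paper calls the weights of replicate 2 and of the other libraries of the good data set equivalent. Its printed weight for replicate 2 is just below that of the others. Here it was 1.15 against 1.05, a difference within the spread between libraries (exact permutation test, p = 0.593) but of the same direction in 5 of 5 mixtures, and replicate 2 was also higher with the replicate block, where the log2 difference was 0.01.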

Other observations

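All tests in this part were chosen after the result they bear on was seen, and 2 of them replaced a first version, as stated with each.

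The lowest sample weight of the total RNA libraries with degraded samples, 0.401, was that of the intact replicate 1 library of 0:100. Its total count was 0.980 of the mean of the other intact 0:100 libraries, so it was not markedly smaller. A first test asked whether a few genes took most of its counts and could not tell, since its 10 most counted genes took 15.6% of the counts against 12.7% to 14.5% in the others of that mixture. In the version that replaced it, the weight without the 13 genes that are among the top 10 of any library was 0.402, and the next lowest weight was 0.627. A weight is shared over all genes and can hardly move when so few are left out, so this version cannot rule the explanation out either. Deviations were taken from the mean of the other 2 intact libraries of the mixture. They cover 10062 genes with a mean log2 CPM of at least 3 in each kind of library. For this library the deviation had a correlation across genes of 0.880 with that of the mRNA library from the same sample. It was 0.810 for replicate 2 and 0.725 for replicate 3. Library preparation and sequencing thus do not account for most of the deviation of the replicate 1 library. The estimated NCI-H1975 share in the sample was 0.722% in replicate 1, -1.35% in replicate 2 and 0.612% in replicate 3, which gives no sign of an admixture of NCI-H1975 RNA particular to replicate 1. A first version of this estimate had returned medians of exactly 0 and was replaced. The deviation of the replicate 1 total RNA library of 25:75 had a correlation of 0.767 with that of the 0:100 mRNA library and of -0.0769 with that of the 100:0 mRNA library. The corresponding correlation with the 0:100 mRNA library was 0.688 in replicate 2 and 0.594 in replicate 3. Deviations taken from the other libraries of a mixture are not independent of each other. With these limits, the values are compatible with a difference already present in the HCC827 RNA of replicate 1. Whether such a difference arose in the culture or in RNA extraction was not tested. The SD of the deviations in total RNA was 0.28 in replicate 1, 0.21 in replicate 2 and 0.17 in replicate 3.

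The low weights of the degraded libraries were lost when the replicate number was in the model. The changes from intact to degraded aliquot had a mean correlation across genes of 0.361 between mixtures in total RNA, and a shift shared by all 5 mixtures is what a term for replicate 2 takes up. This is consistent with the reversal of the log2 difference of the sample weights to 0.17 with the replicate block. The mean correlation of deviations in mRNA was 0.278 for libraries with the same number and -0.137 for other pairs in the good data set, and 0.594 and -0.276 with degraded samples.

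The mean estimated NCI-H1975 shares lay above the nominal ones. Without TMM scaling the means were 75.5%, 51.1% and 26.1% in place of 77.9%, 54.4% and 28.7%, so TMM normalization may account for part or all of the excess. The means without TMM scaling were still above the nominal shares. They were above by no more than the SD between replicates of the TMM-scaled estimates (1.11, 1.78 and 1.10), and this remainder was not tested. The shares in the mRNA libraries were 78.9%, 55.2% and 29.5%. An error in the mixing itself was not tested.

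Genes called only with sample weights were less often in the good list (52.3% to 59.8%) than those called only by ‘voom’ (66.2% to 75.0%), and the good list was made without sample weights. Against a good list made with sample weights the percentages were 87.6% to 91.6% and 48.3% to 53.9%. In the mRNA libraries, made separately from the same RNA, the good list made without sample weights held 55.9% to 65.3% and 69.3% to 77.6%, and that made with sample weights 73.7% to 79.8% and 61.8% to 71.9%. The mRNA list for 25:75 versus 0:100 with sample weights held 76.6% of the genes called only with sample weights and 71.2% of those called only by ‘voom’. Among calls in the mRNA libraries themselves, the mRNA good list made without sample weights held more of the genes called only with sample weights (87.1% to 91.3%) than of those called only by ‘voom’ (77.2% to 85.1%). The order for the total RNA calls thus changed with how the list was made, against the lists of both kinds of library, while the mRNA calls did not show the lower percentage with a list of the same kind.

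With degraded samples in mRNA, ‘voom’ called 9721 genes for 100:0 versus 0:100, sample weights 10480, block weights 10793 and sample removal 10783, with a recall of 78.5%, 84.0%, 86.2% and 87.0%. They called 1905, 2182, 2697 and 2337 genes for 25:75 versus 0:100, with a recall of 40.1%, 45.8%, 55.7% and 49.6%. Recall after removal was above that with sample weights in both comparisons of this fit. The order reversed with the replicate block, where recall was 89.7% after removal and 93.3% with sample weights for 100:0 and 64.6% and 84.7% for 25:75. It also reversed with only the 2 mixtures compared in the fit, with 83.6% and 88.2% for 100:0 and 24.0% and 50.8% for 25:75.

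EGFR had 246 CPM in pure NCI-H1975 and 3931 in pure HCC827 in the intact mRNA libraries. In the degraded mRNA library of 0:100 it had 1381 CPM, against 3947 in the intact aliquot, while in total RNA it had 5554 and 4649. Each is a single library.

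Other splits were made for ‘voom’, sample weights, block weights and the good data set, over the 4 comparisons with 0:100 in total RNA and over 100:0 and 25:75 in mRNA. Of the 4 splits that part all 3 same-numbered pairs, the real one alone gave as many genes (1 of 4), with the exception of block weights for 100:0 in mRNA, where 2 of 4 did. No share under 0.05 is possible with 4 splits. For ‘voom’, the swaps of 1 replicate's labels called 0 genes in all 12 cases in total RNA, with between 110 and 1012 genes at an unadjusted p under 0.05, and in all 6 in mRNA, with 69 to 580. They also called 0 genes in the good data set, with 167 to 1376 at an unadjusted p under 0.05 in total RNA and 140 to 1338 in mRNA.

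With sample weights, by contrast, swapping the labels of 1 replicate left between 8275 and 10187 genes for 100:0 versus 0:100, between 6241 and 8673 for 75:25 and between 2081 and 5647 for 50:50 in total RNA, and between 7420 and 10180 for 100:0 in mRNA. For 25:75 the largest number was 632 in total RNA and 549 in mRNA, while 2 swaps in each called 0 genes, with 659 to 2194 and 156 to 1916 at an unadjusted p under 0.05. Block weights called 10605 genes for 100:0, 8576 for 75:25 and 4207 for 50:50 when the labels of the degraded replicate were swapped, and in mRNA 11190 for 100:0, above the 10793 with the real labels, and 1361 for 25:75. The other swaps with block weights called 0 genes in 9 cases in total RNA and 4 in mRNA, with 151 to 2482 and 67 to 572 at an unadjusted p under 0.05. When replicate 1 was swapped between 100:0 and 0:100, the mean sample weight of the 2 swapped libraries was 0.0514, where it was 1.48 for the other libraries of these mixtures. This is consistent with the weights taking the swapped libraries out of the comparison, so that the remaining libraries decide the calls.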
